A study of Mus musculus with 4 samples.

How the data were processed

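Single-cell RNA libraries were made with the 10x Genomics 3' v3.1 chemistry from TOM+ cells of mouse duodenal crypts, per the labels' protocols. The labels give 2 genotypes with 2 libraries each, named WT and APC-KO. TOM is the red fluorescent reporter that Cre recombinase switches on, and living cells positive for it were sorted. The sort therefore set which cells entered the libraries. The labels give no sequencing batch, animal or sex for a library.

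The deposited gene by barcode matrices hold UMI counts, per the file headers, which also give software version 3.0.2. They are unfiltered, with 6794880 barcodes and 31053 genes. The genome build, the annotation and the counting settings were not given in the sources used here. No feature for the reporter or for Cre was present. The per-cell tables deposited by the authors give, for each kept cell, its number of UMIs and of genes as counts, the mitochondrial share of its UMIs in percent, and other values, namely a library name and 1 of 12 cell type names. How the authors filtered and named the cells was not stated. The kept cells had over 900 and under 3000 genes and under 7% mitochondrial UMIs, as checked on the values. Each of their barcodes was found in the matrix of its library. The UMI total of the matrix equalled the tabulated one for 76.2%, 72.7%, 58.1% and 78.7% of the cells of WT replicates 1 and 2 and APC-KO replicates 1 and 2, and differed by at most 17 UMIs otherwise. The same 12 names were used in both genotypes, and they are printed as deposited without being expanded.

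The following was computed from the deposited counts. UMIs of all kept cells were summed per library, a sum called ALL below, and per library and cell type. The design asked for at least 20 cells of a type in each of the 4 libraries. EC, GOBLET and GOBLET-PRE met this. PANETH had 16 cells in APC-KO replicate 1, so the planned comparison of PANETH with GOBLET cells could not be run as written. After the data had been seen, PANETH and PANETH-PRE cells were summed into a Paneth lineage (PANETH-LINEAGE), which had 27 cells in that library, and GOBLET and GOBLET-PRE cells into a goblet lineage. Every result on these sums was therefore unplanned.

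Sums were compared with edgeR 4.0.16 in R 4.3.3, with TMM factors, genes kept by filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Each fit of the genotypes held 4 sums. The Paneth and goblet lineage sums of the 4 libraries entered 1 fit with the library as a block, which gave the difference of the lineages in WT and its interaction with genotype. Gene lists fixed beforehand were tested with camera from limma 3.58.1 at a preset correlation of 0.01, for lists with at least 3 tested genes, and adjusted over the lists of a fit. Shares of cells were compared as differences of group means with the two-sided exact permutation test, whose smallest p with 2 libraries against 2 is 0.333. Positions were taken by gene ID from GENCODE vM21 (GRCm38), which matched 30934 of the 31053 IDs (99.6%).

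Apart from the lineage sums and the alternatives named as added, the comparisons, tests, gene lists and the rule for naming genes were fixed before the data were examined. The rule named Apc, 17 fixed genes, and in each fit the 5 genes with the largest rise and the 5 with the largest fall (3 and 3 for types other than goblet and Paneth) among genes past the threshold with a mean CPM of at least 20 and no overlap between the groups. Genes with a model symbol were counted and not named. Alternatives were DESeq2 1.42.0 size factors in the edgeR fit, the DESeq2 Wald test, no filter beyond 1 count, the replicate number as a block, each library left out, cells with at least 2000 UMIs, cells thinned to 2000 UMIs, and mitochondrial, ribosomal protein and defensin genes left out. Others were an equal mix of the 3 fitted types compared with limma on log2(CPM + 1), the profile of barcodes with 1 to 50 UMIs subtracted at 5% of each sum, edgeR on cell counts, fry and camera with an estimated correlation, and joint clustering. The last used scanpy 1.11.5 with 2000 variable genes and the marker genes, 30 principal components, 15 neighbours and Leiden (leidenalg 0.10.2) at resolutions 0.5 and 2. The value at resolution 1, PANETH or PANETH-PRE cells alone, a crossed block and summed shares were added after the data had been seen.

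The fits were tested on simulated data drawn from the means and library sizes of the real sums, with genes changed by 2 on the log2 scale. edgeR called 142 of 198 changed genes in ALL, 167 of 191 in EC, 165 of 178 in GOBLET, 186 of 197 in GOBLET-PRE and 165 of 185 in the Paneth lineage. For the difference of the lineages it called 186 of 196 and for the interaction 147 of 197, with 100% of the directions right in each fit. Unchanged genes made up 8.97% of the calls in ALL, 8.24% in EC, 5.17% in GOBLET and 15.1% in GOBLET-PRE, above the 5% aimed at, and 4.62% or less in the other fits. The set test gave low p-values to simulated lists moved by 1 and none under 0.05 to unmoved ones. The simulated genes were drawn independently, with 1 unmoved list per fit. This check therefore cannot show false calls that arise from correlated genes.

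No doublet caller was run, and no doublet removal by the authors is stated. The upper limit of 3000 genes removes some droplets with several cells. UMI counts carry molecular identifiers, and intervals cover counting error only. Shares have exact binomial 95% intervals from scipy 1.17.1. Groups of 2 libraries are too small for a test of single outlying libraries or for other splits of the samples.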

Results

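Single-cell RNA libraries from sorted TOM+ duodenal crypt cells were compared between mice with and without floxed Apc alleles, 2 libraries per genotype. Apc is a negative regulator of Wnt signalling. The recombinase, which switches on the reporter, was driven from Atoh1, a gene of the secretory lineage. Tamoxifen had been given in 2 doses 24 h apart with harvest 12 h later. The labels of the APC-KO libraries name the driver as Atoh1Cre, while the series description names the inducible form for both genotypes. The files held 61032126 UMIs for WT replicate 1, 55895390 for WT replicate 2, 58403427 for APC-KO replicate 1 and 54230249 for APC-KO replicate 2. The authors' tables kept 4814, 3821, 356 and 6243 cells of these libraries, in the same order. Kept cells held 24677647, 21003179, 3009636 and 27285079 UMIs, and a median of 4841.5, 5354, 8370 and 3973 UMIs per cell. APC-KO replicate 1 therefore contributed 5.15% of its UMIs, against between 37.6% and 50.3% in the others, and it was the library with the lowest precision in every comparison.

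The targeted gene was measured first. Apc (ENSMUSG00000005871, chromosome 18, 34220924 to 34322552) had 83.8 and 76.0 CPM in the WT libraries and 96.0 and 86.3 CPM in the APC-KO libraries over all kept cells. Its log2 fold change was 0.19 (SE 0.16, n = 2 per group, adjusted p 1.00, edgeR). In EC it was 0.43 (SE 0.18, adjusted p 0.573, edgeR), in GOBLET 0.30, in GOBLET-PRE 0.27 and in the Paneth lineage -0.03, none past the threshold. The Paneth lineage value changed sign without APC-KO replicate 1, to 0.07. The labels do not say which exons were floxed, and the chemistry reads the 3' end of transcripts, so the level of Apc checks neither the deletion nor the labels.

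The comparison of all kept cells asked which genes differed between the genotypes in the sorted population as a whole. None of 13345 genes passed the threshold by edgeR, while 495 had an unadjusted p under 0.05, and the lowest adjusted p was 0.374 (edgeR). With the DESeq2 Wald test 23 genes were called. Leaving out APC-KO replicate 1 moved the count most, to 483 genes, and without APC-KO replicate 2 it was 18. The groups did not overlap in CPM for 31.1% of genes, where chance gives 33.3%. Of the 17 fixed genes 16 were tested and none passed over all genes. Lgr5 had 8.22 CPM ± 2.75 (SD, n = 2) in WT and 15.3 ± 13.4 (SD, n = 2) in APC-KO, a log2 fold change of 1.02 (SE 0.64), which was -0.48 without APC-KO replicate 2 and passed the threshold without APC-KO replicate 1, at 1.58. Axin2 had a log2 fold change of 0.55 (SE 0.60), and -0.69 without APC-KO replicate 2. Lyz1 had -0.90 (SE 0.36), from 3626 CPM ± 1285 (SD, n = 2) to 1941 ± 406 (SD, n = 2). These differences did not exceed the spread between replicates by the test.

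Within cell types, the comparison asked the same of cells given the same name. In joint clustering at resolution 1, 93.9% of the cells of the cluster led by Tac1, Vim and Chgb carried the name EC. For EC, edgeR called none of 8690 genes, with 729 at an unadjusted p under 0.05. In the DESeq2 Wald test an adjusted p was given as NA for 6907 of the genes. The DESeq2 Wald test called 13, and the count rose most without APC-KO replicate 1, to 405, and was 102 without APC-KO replicate 2. For GOBLET-PRE, edgeR called 1 of 10272 genes, higher in APC-KO, with 817 at an unadjusted p under 0.05. By the DESeq2 Wald test it was 38. The edgeR count was 64 without WT replicate 1, 22 without WT replicate 2, 47 without APC-KO replicate 1 and 7 without APC-KO replicate 2. The 1 gene was St6galnac1 (ENSMUSG00000009588, chromosome 11, 116765025 to 116775507), which lay under the level required for naming and was chosen after its values were seen. It had 1 UMI in each WT library and 19 and 60 UMIs in the APC-KO libraries, an 85.4-fold ratio of the pooled CPM with an exact 95% counting interval from 22.9 to 717 (adjusted p 0.0257, edgeR). It was not among the 7 genes called without APC-KO replicate 2.

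In GOBLET cells, edgeR called 5 of 5974 genes, 2 higher and 3 lower in APC-KO, with 669 at an unadjusted p under 0.05. The DESeq2 Wald test called 6, which included these 5. The edgeR count was 20 without WT replicate 1, 21 without APC-KO replicate 1 and 0 without APC-KO replicate 2, where 559 genes had an unadjusted p under 0.05. Rab3b (ENSMUSG00000003411, chromosome 4, 108879063 to 108943324) had 2 UMIs in the WT libraries together and 12 and 72 UMIs in the APC-KO libraries. The pooled ratio was 78.8-fold, with an exact 95% counting interval from 21.1 to 661 (adjusted p 6.7e-04, edgeR). Defa29 (ENSMUSG00000074437, chromosome 8, 21325887 to 21327020) rose from 15.4 CPM ± 1.51 (SD, n = 2) to 107 ± 94.6 (SD, n = 2), a log2 fold change of 3.02 (SE 0.47, adjusted p 0.0334, edgeR). Without APC-KO replicate 2 this was 1.35 and not past. Casc4 (ENSMUSG00000060227, chromosome 2, 121866970 to 121936220) was at 64.6 CPM ± 0.876 (SD, n = 2) in WT and 7.07 ± 2.71 (SD, n = 2) in APC-KO, a log2 fold change of -3.41 (SE 0.41, adjusted p 0.00461, edgeR). The call was lost with cells thinned to 2000 UMIs (-2.64, adjusted p 0.123, edgeR) and without APC-KO replicate 2 (-2.83). Mptx1 (ENSMUSG00000026531, chromosome 1, 174330518 to 174332873) fell from 171 CPM ± 64.1 (SD, n = 2) to 24.0 ± 10.6 (SD, n = 2), a log2 fold change of -3.10 (SE 0.39, adjusted p 0.00516, edgeR), which was -2.47 and not past without APC-KO replicate 2. The remaining gene, AY761184, fell outside the rule and was named after its values were seen. Its log2 ratio of mean CPM was -1.72 and became 0.98 when free RNA was subtracted. Defensin genes are near-identical copies, so the counts of single members are uncertain, as the authors' counting could have split or dropped shared reads.

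In the Paneth lineage, edgeR called 57 of 8599 genes, 21 higher and 36 lower in APC-KO, with 1273 at an unadjusted p under 0.05. The DESeq2 Wald test called 38 genes, 24 higher and 14 lower, 7 of them shared, with an adjusted p given as NA for 8002 genes. No gene passed without WT replicate 1 (644 at an unadjusted p under 0.05 by edgeR), 1 without WT replicate 2, 461 without APC-KO replicate 1 and 113 without APC-KO replicate 2, of which 57 and 19 were among the 57. The balance turned without APC-KO replicate 2, with 88 higher and 25 lower, as it did in the DESeq2 Wald test. The APC-KO sum of replicate 1 held 288181 UMIs from 27 cells, against at least 2091897 UMIs in the others. The cells did not fall in the same joint clusters in all libraries. In joint clustering at resolution 1, a cluster with 87.1% PANETH cells held 2.66% and 5.84% of the WT libraries, 1.12% of APC-KO replicate 1 and 0.0160% of APC-KO replicate 2. Another, with 93.1% PANETH cells, held 0% and 0.0262% of the WT libraries and 0.281% and 4.16% of the APC-KO libraries. Of the 16 PANETH cells of APC-KO replicate 1, 10 lay in a cluster named enterocyte by its markers. The clustering had no correction for library, so a different mix of cells and a shift of a whole library cannot be told apart. The groups did not overlap for 42.3% of genes, where chance gives 33.3%.

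Of the 57 genes, 31 met the naming rule, 1 of them with a model symbol. The largest rises were those of Defa27 (log2 fold change 5.87, SE 0.90), Defa35 (5.62, SE 0.55), Mt2 (3.39, SE 0.48), Mt1 (2.77, SE 0.52) and Dmbt1 (2.38, SE 0.32). The largest falls were those of Defa20 (-6.21, SE 0.82), Defa22 (-5.71, SE 1.01), Tesc (-4.62, SE 0.81), Bambi (-4.48, SE 0.45) and Casc4 (-2.80, SE 0.31). Their adjusted p ranged from 0.00324 to 0.0444 (edgeR). Each named defensin lies in the cluster on chromosome 8 between 21025545 and 21735471. Defa35 had 28.4 and 71.5 CPM in WT and 1838 and 3108 CPM in APC-KO, while in PANETH-PRE cells alone its log2 fold change was -0.53. None of the 10 passed the threshold without WT replicate 1, and without WT replicate 2 only Defa20 did. Without APC-KO replicate 2, Tesc changed to -0.83 and Casc4 to -1.50, no longer past the threshold, and Bambi to -2.42. Defa27 was at 1.53 and not past in PANETH-PRE cells alone and at 9.66 without WT replicate 2, and Mt1 at 1.65 without APC-KO replicate 1. Of the 17 fixed genes only Mki67 passed, from 14.2 CPM ± 0.475 (SD, n = 2) to 50.4 ± 13.8 (SD, n = 2), a log2 fold change of 1.64 (SE 0.27, adjusted p 0.0239, edgeR). In APC-KO replicate 1, PANETH cells gave 14 of its 17 UMIs, and 10 of these 16 cells lay in the joint cluster named enterocyte. In APC-KO replicate 2, PANETH-PRE cells gave 183 of its 267 UMIs, and 93 of these 602 cells lay in the cluster named stem. The call may therefore rest on other cells under the Paneth names.

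**Figure D1:**
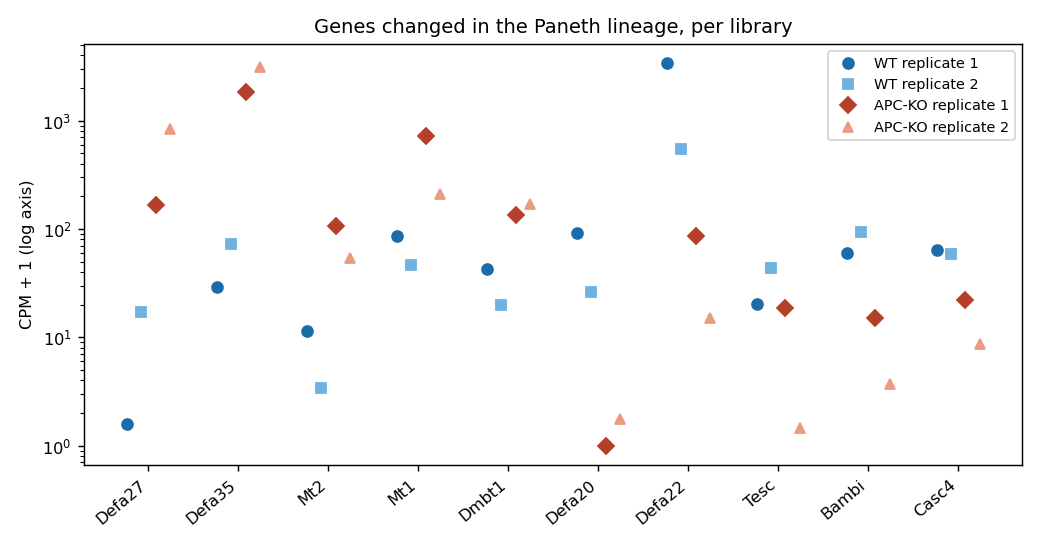
CPM + 1 on a log axis in the Paneth lineage for the 5 genes with the largest rise and the 5 with the largest fall past the threshold, 1 symbol per library. For each gene both APC-KO libraries lie on the same side of both WT libraries, with Defa35 at 1838 and 3108 CPM in APC-KO.

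The next comparison asked how the Paneth and goblet lineages differ in WT. edgeR called 3401 of 10265 genes, 1648 higher and 1753 lower in the Paneth lineage. In the DESeq2 Wald test 1515 were called, all among the 3401. The edgeR count was 1868 without WT replicate 1 and 1354 without WT replicate 2. The largest rises in the Paneth lineage were those of Defa34 (log2 fold change 9.22, SE 0.22), Defa5 (9.06, SE 0.26), Defa36 (9.06, SE 0.25), Defa29 (8.98, SE 0.42) and Defa23 (8.95, SE 0.24). The largest falls among genes with at least 4 UMIs in the WT Paneth lineage were those of Zg16 (-5.94, SE 0.32), Gsta1 (-5.91, SE 0.24), Ido1 (-5.47, SE 0.34) and Anxa3 (-5.29, SE 0.32). Ifit1bl1 had 866 UMIs in the WT goblet lineage and 2 in the WT Paneth lineage, a 126-fold ratio with an exact 95% counting interval from 34.7 to 1038. All 10 kept their side of the threshold without each library in turn. The authors' names separated these cells, and genes used for the naming are not independent of it.

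The interaction asked whether the effect of genotype differed between the lineages. edgeR called 232 of 10265 genes, 76 with a higher and 156 with a lower Paneth to goblet ratio in APC-KO, with 1233 at an unadjusted p under 0.05. The DESeq2 Wald test called 36, all among the 232, with an adjusted p given as NA for 7363. The edgeR count was 100 without WT replicate 1, 58 without WT replicate 2, 364 without APC-KO replicate 1 and 68 without APC-KO replicate 2, the last with 43 higher and 25 lower. The largest rises were those of Ifit1bl1 (3.63, SE 0.84), Gsta1 (2.46, SE 0.44), Anxa3 (2.25, SE 0.60), Lgals3 (2.24, SE 0.48) and Gimd1 (1.93, SE 0.39). Ifit1bl1 rested on 2 UMIs in the WT Paneth lineage and 18 in APC-KO, an 8.53-fold ratio with an exact 95% counting interval from 2.04 to 75.8. The largest falls were those of Defa34 (-2.74, SE 0.73), Samd5 (-2.74, SE 0.75), Pnliprp2 (-2.44, SE 0.38), Itln1 (-2.35, SE 0.36) and Defa24 (-2.29, SE 0.47). By the DESeq2 Wald test Defa34, Samd5, Pnliprp2 and Defa24 were not called, with adjusted p of 0.127, 0.0816, 0.999 and 0.999 (DESeq2), and Defa34 lost its edgeR call with free RNA subtracted (-5.26). Without APC-KO replicate 2, the APC-KO goblet lineage held 0, 0 and 2 UMIs of Defa34, Samd5 and Pnliprp2. Their values of 0.95, 2.36 and 0.39 without that library therefore cannot be read as a change of direction. Defa24 moved to -0.93 and lost its call there, as did Gsta1 (3.05), Anxa3 (2.57) and Gimd1 (2.13). Calls were also lost without WT replicate 2 for Ifit1bl1 (3.65), Gsta1 (2.09), Anxa3 (1.28) and Lgals3 (1.29), and without WT replicate 1 for Ifit1bl1 (3.69), Gimd1 (1.80), Defa34 (-1.72) and Samd5 (-2.16). Of the called values that stayed past the threshold, Lgals3 moved to 4.60 and Itln1 to -1.54 without APC-KO replicate 2, Anxa3 to 3.80 without WT replicate 1 and Defa24 to -3.62 without APC-KO replicate 1. Itln1 alone kept its call without each library in turn. With PANETH against GOBLET cells alone or PANETH-PRE against GOBLET-PRE cells alone each of the 10 lost its call at least once, Itln1 at -1.39 with PANETH against GOBLET cells.

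The comparison of shares asked whether the composition of the sorted cells differed. With 2 libraries per group the smallest exact permutation p is 0.3333, so no difference could pass 0.05. GP cells made up 16.3% (95% interval 15.3% to 17.4%) and 16.1% (14.9% to 17.3%) of the WT libraries and 1.97% (0.794% to 4.01%) and 7.29% (6.66% to 7.96%) of the APC-KO libraries. The difference of the means was -11.6 percentage points (exact permutation p 0.3333, two-sided), and the alternatives that moved it most gave -8.91 without APC-KO replicate 1 and -14.2 without APC-KO replicate 2. PANETH-PRE rose from 2.55% ± 0.0216 (SD, n = 2) to 6.37% ± 4.63 (SD, n = 2) and ENTERO-PRO from 2.06% ± 0.501 (SD, n = 2) to 5.29% ± 3.12 (SD, n = 2). NON-EC fell from 5.63% ± 1.00 (SD, n = 2) to 3.56% ± 0.124 (SD, n = 2). Each of these 3 also had an exact permutation p of 0.3333. Without APC-KO replicate 2 the PANETH-PRE difference of 3.82 percentage points was 0.54 and the ENTERO-PRO difference of 3.24 was 1.03. With cells of at least 2000 UMIs the ENTERO-PRO difference was 2.95 (exact permutation p 0.667, two-sided). The other 8 types overlapped between the groups. GOBLET-PRE made up 51.7% of APC-KO replicate 1 and 17.3% of APC-KO replicate 2, and ISC 3.65% and 19.9%. edgeR on the numbers of cells called none of the 12 types, with the lowest adjusted p at 0.109 for ENTERO-PRO (edgeR), and 2 types, ENTERO-PRO and PANETH-PRE, at an unadjusted p under 0.05.

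**Figure D2:**
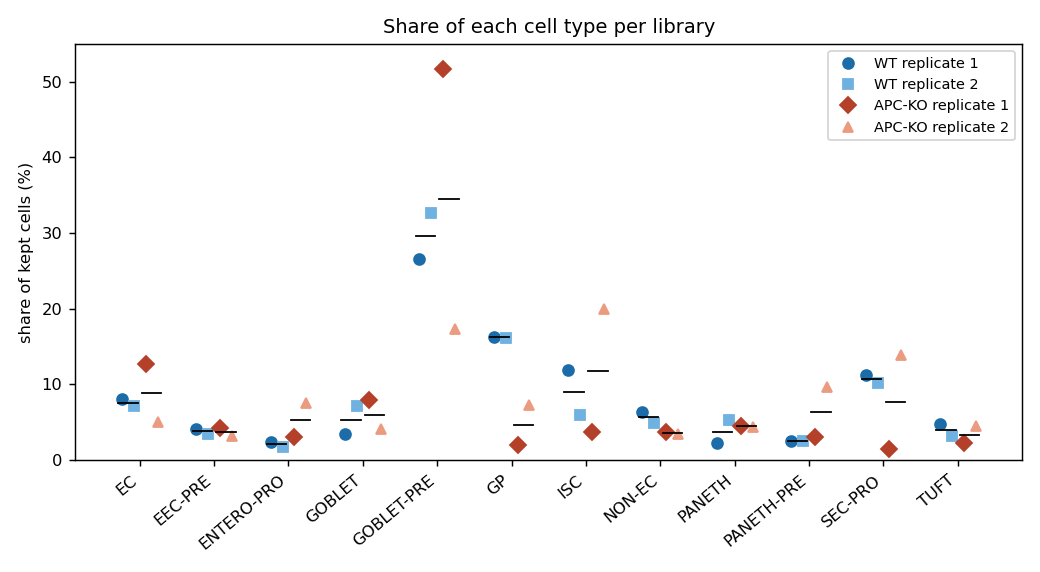
Share of each cell type in percent of the kept cells of a library, 1 symbol per library, with a line at the mean of each genotype. GP lies at 16.3% and 16.1% in WT and at 1.97% and 7.29% in APC-KO, while ISC, SEC-PRO and GOBLET-PRE differ most between the 2 APC-KO libraries.

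The fixed lists asked whether genes of a pathway or cell type moved together. For Wnt targets the median log2 fold change was 0.45 over all kept cells (13 of 16 tested genes higher, adjusted p 0.0287, camera in limma). None of these genes passed over all genes tested and 0 passed when adjusted over the list alone, and the alternative that moved the median most left out APC-KO replicate 2, with -0.10. Without WT replicate 2 it was 0.32 and no longer past the threshold. In EC the median was 0.33 (adjusted p 0.0297, camera in limma), with 2 genes past when adjusted over the list alone, and -0.03 without APC-KO replicate 2. In GOBLET-PRE it was 0.54 (7 of 8 genes higher, adjusted p 8.4e-06, camera in limma), with 2 genes past when adjusted over the list alone. It ranged from 0.45 to 0.82 without each library in turn and kept its call. The cells named GOBLET-PRE did not fall in the same joint clusters in all libraries. In joint clustering at resolution 1, a cluster with 77.8% GOBLET-PRE cells held 14.7% and 27.0% of the WT libraries, 21.9% of APC-KO replicate 1 and 0.673% of APC-KO replicate 2. Another, with 80.1% GOBLET-PRE cells, held 0.810% and 0% of the WT libraries and 4.21% and 12.1% of the APC-KO libraries. The clustering had no correction for library, so a shift of a whole library could split cells of 1 kind in this way. The GOBLET-PRE profiles of the APC-KO libraries were closest to WT GOBLET-PRE, at correlations of 0.896 and 0.957. A different mix of cells stays possible and was not shown. In the Paneth lineage the median was -0.22 (adjusted p 0.277, camera in limma) and -0.97 without APC-KO replicate 2, and the list had fewer than 3 tested genes in GOBLET.

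The Paneth list was lower over all kept cells, with a median of -0.85 (0 of 13 genes higher, adjusted p 3.0e-11, camera in limma) and 1 gene past when adjusted over the list alone. This median ranged from -1.31 without APC-KO replicate 1 to -0.32 without WT replicate 2, and with an equal mix of the 3 fitted types it was -0.33 with 5 of 13 genes higher. That mix held EC, GOBLET and GOBLET-PRE cells only. Without PANETH or PANETH-PRE cells it cannot show how much of the fall came from the mix of types. The list was lower in the Paneth lineage, with a median of -1.70 (0 of 13 genes higher, adjusted p 4.1e-12, camera in limma). There, 1 gene passed over all genes and 11 passed when adjusted over the list alone, and the median ranged from -2.82 without APC-KO replicate 1 to -1.02 without APC-KO replicate 2. In EC the median was -0.21 (adjusted p 0.00447, camera in limma), and it turned to 0.24 without APC-KO replicate 1 and to 0.09 without WT replicate 2. In GOBLET it was -0.36 (adjusted p 0.00657, camera in limma), 0.06 without WT replicate 2, and -0.27 without APC-KO replicate 1, the last no longer past the threshold. In GOBLET-PRE the median was 0.11 while the mean was -0.61 and the test pointed down (adjusted p 0.0853, camera in limma). In EC and GOBLET the sign turned when free RNA was subtracted, to 0.48 and 0.08.

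Among the other lists over all kept cells, the enterocyte list was higher, at a median of 1.03 (adjusted p 7.9e-17, camera in limma), with 0 genes past over all genes and 6 when adjusted over the list alone. With an equal mix of the 3 fitted types its median was 0.39 (9 of 12 genes higher). That mix held no ENTERO-PRO cells, so it cannot separate the mix of types from a change within them. The tuft list was lower, at -0.52 (adjusted p 2.7e-07, camera in limma), and ranged from -0.99 without APC-KO replicate 2 to -0.30 without APC-KO replicate 1. The cell cycle list had a median of 0.19 and the stem list one of 0.09, while the test pointed down for both without passing the threshold. The goblet (0.03), enteroendocrine (0.18), secretory progenitor (-0.21), immune (0.99), dissociation response (-0.15) and BMP target (-0.30) lists did not pass. The list of sex-linked genes had 1 tested gene and no test. BMP targets were lower in EC (-0.65), GOBLET (-0.56) and GOBLET-PRE (-0.40), with adjusted p of 0.0105, 0.0350 and 0.0129 (camera in limma). These calls were lost without APC-KO replicate 2 in each type (-0.44, -0.44 and -0.40) and without WT replicate 2 (-0.32, -0.25 and -0.13), and in GOBLET-PRE also without APC-KO replicate 1 (-0.38). In the Paneth lineage the BMP median was 0.41 while the mean was -0.43 and the test pointed down. The enterocyte list was higher in GOBLET-PRE (0.79) and in the Paneth lineage (0.91), the latter 0.41 and not past without APC-KO replicate 1. With free RNA subtracted the GOBLET-PRE value was 0.52 and no longer past the threshold, and PANETH-PRE cells alone gave 0.29 for the Paneth lineage, not past either.

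The cell cycle list was higher in the Paneth lineage, at 1.08 (12 of 13 genes higher, adjusted p 1.1e-10, camera in limma), with 1 gene past over all genes and 9 when adjusted over the list alone. Of the PANETH-PRE cells, 93 of 602 in APC-KO replicate 2 lay in the joint cluster named stem, against 2 of 122 in WT replicate 1. In APC-KO replicate 1, 10 of 16 PANETH cells lay in the cluster named enterocyte. The list therefore cannot show that Paneth cells divide more. In GOBLET-PRE it was 0.50 (adjusted p 0.0257, camera in limma), which fell to 0.06 without APC-KO replicate 2 and 0.28 without WT replicate 2, neither past the threshold. The goblet list was higher in the Paneth lineage, at 0.25 (adjusted p 0.0114, camera in limma). It was 0.031 without APC-KO replicate 1 and 0.56 without WT replicate 1, both still past, and 0.092 without WT replicate 2, no longer past. The dissociation response list was higher in GOBLET, at 0.99 (adjusted p 7.6e-05, camera in limma), but 0.14 and not past without APC-KO replicate 1. It was lower in the Paneth lineage, at -0.71 (adjusted p 0.00202, camera in limma), but not past without WT replicate 2 (-0.27) or APC-KO replicate 2 (-0.25). In WT the Paneth lineage stood above the goblet lineage for Wnt targets (3.28), stem (2.84) and Paneth (7.13) genes and below it for goblet genes (-1.78) and BMP targets (-2.19, with a mean of -0.47). Of all camera calls, fry kept those of Wnt targets in GOBLET-PRE and of Wnt targets, Paneth, goblet and stem genes between the WT lineages, and camera with an estimated correlation kept none.

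**Figure D3:**
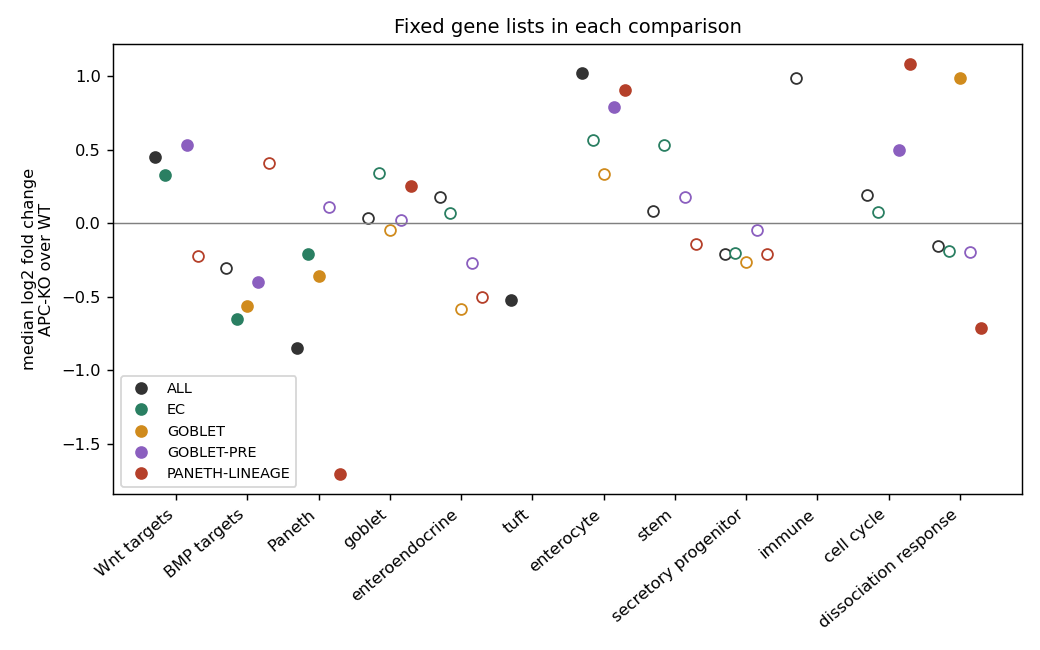
Median log2 fold change of each fixed list, APC-KO over WT, in the 5 comparisons of genotype, with filled circles for camera calls past the adjusted threshold and open circles for the others. The Paneth list lies at -1.70 in the Paneth lineage and at -0.85 over all kept cells, and Wnt targets at 0.54 in GOBLET-PRE.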

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

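The tests of a change limited to 1 cell type, of free RNA, of the part of PANETH-PRE cells, of other cells under the Paneth names and of handling were chosen only after the results were seen, as were the lineage sums. After their values had been seen, the readings of 5 tests were changed to undecided. These were the genes near Apc and AY761184, first read as going with a carried segment and with free RNA, and the defensin family sum, handling and the cells inside Paneth clusters, all first read as arguing against the explanation. For Mptx1 and St6galnac1, free RNA was first left open, as was a change in 1 cell type for St6galnac1. AY761184, Casc4 and Rab3b were also set apart from the other genes only then, and the tests of 1 cell type and of free RNA took their present form after an earlier form had given its values.

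The effect of genotype differed between the Paneth and goblet lineages. By edgeR's interaction test, 232 genes passed the threshold, 76 higher and 156 lower, while the DESeq2 Wald test called 36. The count was 100 without WT replicate 1, 58 without WT replicate 2, 364 without APC-KO replicate 1 and 68 without APC-KO replicate 2, where 43 were higher and 25 lower. With camera, 7 lists differed, by a median log2 of -0.98 for Wnt targets, 0.92 for BMP targets, -1.81 for Paneth genes, 0.48 for goblet genes, -0.54 for stem genes, 0.47 for the cell cycle and -0.78 for the dissociation response. None of the 7 passed with fry or with camera at an estimated correlation. BMP targets turned to -0.10 without APC-KO replicate 2. BMP calls were lost also without WT replicate 2 (0.69), goblet calls there (0.21), and stem calls there (-0.24) and without APC-KO replicate 2 (-0.69). With PANETH against GOBLET cells alone, calls were lost for stem genes (-0.91), Wnt targets (-0.79) and the cell cycle (0.13). With PANETH-PRE against GOBLET-PRE cells alone they were lost for stem genes (-0.33), BMP targets (0.84) and the dissociation response (-0.21), and goblet genes turned to -0.044. The named genes were Ifit1bl1 (3.63), Gsta1 (2.46), Anxa3 (2.25), Lgals3 (2.24), Gimd1 (1.93), Defa34 (-2.74), Samd5 (-2.74), Pnliprp2 (-2.44), Itln1 (-2.35) and Defa24 (-2.29), of which only Itln1 kept its direction and its call without each library in turn. With single types in place of the lineages, each of the 10 lost its call in at least 1 of the comparisons. Defa34, Samd5 and Pnliprp2 were at 0.95, 2.36 and 0.39 without APC-KO replicate 2. The other APC-KO library held 0, 0 and 2 goblet lineage UMIs of them, so their direction there cannot be read. Defa34, Samd5, Pnliprp2 and Defa24 were not called by the DESeq2 Wald test.

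The lower Paneth list in the APC-KO Paneth lineage, at a median log2 fold change of -1.70, is 1 side of the interaction median of this list, which ranged from -2.72 without APC-KO replicate 1 to -0.71 without APC-KO replicate 2. Against it 3 technical explanations were set. If a larger part of PANETH-PRE cells were the cause, the list would not be lower within each type. It was lower in both, at -1.28 in PANETH cells alone and -1.13 in PANETH-PRE cells alone. If shared reads or sequence differences of the defensin copies were the cause, the other list genes would not be lower. The 7 that are not defensins had a median of -1.55, and 7 of 7 lay below both WT libraries in both APC-KO libraries. If the weight of deep cells in the sums were the cause, thinning would remove the difference. With cells thinned to 2000 UMIs the median log2 ratio was -1.77. These values argue against the 3 explanations as the whole cause. Thinning keeps the expected share of each gene within a cell. It therefore cannot test whether cells with fewer UMIs differ in kind. The median PANETH cell had 12643.5 and 10371.5 UMIs in WT and 3552 and 5953.5 UMIs in APC-KO. Other cells under the Paneth names were examined as well. Of the 16 PANETH cells of APC-KO replicate 1, 10 lay in a joint cluster named enterocyte by its markers, and 243 of 274 of APC-KO replicate 2 lay in a cluster with none of the WT PANETH cells. In the lineage cells inside clusters named Paneth the list had a median log2 ratio of -0.95, with -0.54 from 14 cells of APC-KO replicate 1 and -1.59 from 602 of APC-KO replicate 2. Other cells under the names cannot be told apart from a change within Paneth cells, because the clusters rest on the same genes and 8 of those 14 cells were PANETH-PRE. Cells under the Paneth names that differ in maturity, a difference between animals, and loss of Apc remain open, since 1 APC-KO library supplied 27 cells and the other 876. An effect of genotype on Paneth genes is a hypothesis found and tested on the same libraries.

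Single defensin genes moved in opposite directions in the Paneth lineage. Of 17 family members 3 were higher and 9 were lower by over 1 on the log2 scale. Reads split differently between near-identical copies would leave the family sum about the same. The sum had a log2 ratio of -0.66, with -0.25 in APC-KO replicate 1 and -1.25 in APC-KO replicate 2, and the family took 35.4% and 35.8% of UMIs in WT and 29.9% and 14.96% in APC-KO. The 1 library lies within the limit of 0.5 set for an unchanged sum and the other beyond it, so a different split of reads cannot be told apart from a change of expression. Single members also differed between the 2 APC-KO libraries, in CPM of the fit of both lineages. Paneth lineage Defa23 had 3598 and 2426 CPM in WT and 2630 and 2.18 CPM in APC-KO replicates 1 and 2. For Defa36 these were 8111, 2556, 5658 and 34.8 CPM. Defa5, Defa29 and Defa34 showed no such gap, at 650 and 572, 16103 and 8679, and 33.1 and 100 CPM in APC-KO. Inherited differences in the copies, between animals or genotypes, are a further candidate explanation that stays open, since the labels give no strain.

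The dissociation response list was higher in GOBLET (0.99) and lower in the Paneth lineage (-0.71), with an interaction median of -0.78. Handling that acted on all cells of a library alike would have moved it in the same direction. However, the GOBLET value was 0.14 without APC-KO replicate 1, and the Paneth lineage value was not past the threshold without WT replicate 2 (-0.27) or APC-KO replicate 2 (-0.25). The interaction median kept its sign without each library in turn, from -0.95 to -0.47. Its call was lost with fry, with an estimated correlation, and with PANETH-PRE against GOBLET-PRE cells alone (-0.21). Handling therefore cannot be told apart from a difference between the lineages. The values within each lineage rest on single libraries, and the interaction call rests on an assumed correlation.

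Signals above the WT level also appeared in barcodes outside the kept cells. In barcodes with 1 to 50 UMIs, Rab3b had 2.67 and 9.16 CPM in APC-KO and 1.81 and 0 CPM in WT. There Defa29 had 590 and 1146 CPM in APC-KO and 316 and 454 CPM in WT, and St6galnac1 had 19.8 and 7.63 CPM against 2.71 and 1.48 CPM. In barcodes outside the kept cells with over 900 and under 3000 genes and at or over the mitochondrial bound of 7%, Rab3b had 1.70 and 2.27 CPM in APC-KO and 0.698 and 0.560 CPM in WT. Defa29 had 198 and 181 CPM against 14.8 and 36.3 CPM, and St6galnac1 had 44.2 and 13.04 CPM (208 and 92 UMIs) against 0 UMIs in both WT libraries. These differences between genotypes were not tested, and they were looked up for genes already known to differ in kept cells.

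The same genes were therefore followed through the 12 cell types. For Rab3b, Defa29, Casc4, Mptx1 and St6galnac1, 47 gene and type pairs had at least 10 UMIs. APC-KO replicate 2 lay beyond both WT libraries on the side of the goblet or GOBLET-PRE call in 47 of them, and APC-KO replicate 1 in 33, so the tally rests more on 1 library. For Casc4 both APC-KO libraries lay below both WT libraries in 10 of 12 types, all except SEC-PRO and TUFT. WT levels lay above those of free RNA in 10 types, all except ISC and ENTERO-PRO. Casc4 differed beyond exact 95% counting limits and the most that free RNA could add in 2 types, GOBLET and GOBLET-PRE. Cells under another name, bounded as described below, did not account for either. These values argue against a change in 1 cell type only. For the other 4 genes both APC-KO libraries lay beyond in 23 of 35 pairs. Beyond exact 95% counting limits and the most that free RNA could add, Rab3b differed in 2 types (GOBLET and GOBLET-PRE), Defa29 in 2 (PANETH and PANETH-PRE), Mptx1 in 3 (GOBLET, GOBLET-PRE and GP) and St6galnac1 in 2 (ENTERO-PRO and GOBLET-PRE), so free RNA does not account for the second type. Cells of the type of highest level under another name were bounded by 20 genes that told the types apart in WT. For St6galnac1, 9.48% and 42.1% of the GOBLET-PRE cells would have to be ENTERO-PRO cells, against bounds of 1.03% and 2.83%, which argues against a change in 1 cell type only. Among Rab3b, Defa29 and Mptx1, 3 pairs were left, 1 per gene. A change in 1 cell type cannot be told apart from a wider one for these 3, because such cells, free RNA and counting together could account for the other types in at least 1 library. For Rab3b, 6.69% and 12.6% of GOBLET cells under the GOBLET-PRE name would do, within bounds of 29.4% and 27.7%.

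Free RNA as the cause was examined by the percent of the UMIs of the cells that it would have to make up. For Rab3b and Casc4 in GOBLET cells this was at least 223% in the libraries of the higher genotype, which argues against free RNA. For Defa29 it was 7.48% and 15.03% in the APC-KO libraries, for Mptx1 80.9% and 97.2% in WT, and for St6galnac1 in GOBLET-PRE cells 53.97% and 174% in APC-KO. Since free RNA adds alike to each droplet, the goblet list UMIs of the type with the fewest limit its percent. The limits were 6.72% and 5.35% for Mptx1 and 2.90% and 10.5% for St6galnac1, under the lower exact 95% counting limits of what would be needed (65.5%, 86.0%, 32.5% and 132%). These values argue against free RNA as the whole cause for both genes. For Defa29 the limits were 3.85% and 11.5%, and free RNA cannot be told apart from expression in the cells, because the 2 libraries disagree. The lower counting limit of 12.8% goes against free RNA in APC-KO replicate 2, on which the call rests, while 9 UMIs in APC-KO replicate 1 allow 3.42%. For AY761184 the WT libraries needed 5.39% and 5.14%, within limits of 6.72% and 5.35%, and with free RNA subtracted its log2 ratio went from -1.72 to 0.98. APC-KO replicate 1 needed 7.66%, with a lower counting limit of 4.19% from 14 UMIs, over its limit of 3.85%. Free RNA of Paneth cells, where the WT level of AY761184 was higher by 8.91 on the log2 scale, cannot be told apart from expression in GOBLET cells, because 1 library goes against it and the subtraction assumed a share.

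Changes in several types could come from inherited differences between the genotypes, so the positions of the 100 genes of lowest p over all kept cells were examined, with defensins left out. They formed 38 pairs within 5 Mb, against a median of 29 and a 95% bound of 41 in 10000 random sets matched on mean CPM (permutation p 0.126). Within 20 Mb of Apc lay 4 of them, Eif3j2, Ppic, Mep1b and Spink1, against a 95% bound of 3 in random sets (permutation p 0.0370, and 0.0740 adjusted over the 2 tests). Each of the 4 has an adjusted p of 1.00 (edgeR). A segment carried over with the floxed allele cannot be told apart from random placement with so few genes, and linked differences elsewhere cannot be excluded by a count inside the random range, because libraries of each genotype may share parents. Chromosome 11 held 13 of the 100 genes, the most of any. There St6galnac1 (log2 fold change 7.21 over all kept cells) and BC018473 (4.49) start at 116765025 and 116752167. Rptoros (-1.81), Smim5 (-1.50), D11Wsu47e (-0.996) and Tmem94 (0.732) also lay within 5 Mb of St6galnac1. This window was looked up after the results were seen and was not tested, so a linked difference at St6galnac1 stays open. Genotype, strain background and animal are confounded for Rab3b, Defa29, Casc4, Mptx1 and St6galnac1, and no biological cause was singled out.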

How the results depend on the processing

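The Paneth and goblet lineage sums with all their alternatives, PANETH or PANETH-PRE cells alone, the crossed block, clustering at resolution 1 and summed shares were chosen only after the data had been seen. For each value that changed below, the cause was not tested unless it is named.

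Apart from leaving out libraries, 29 of 51 alternative counts of genes stayed within 1.5 times the reported count, and 22 moved further. DESeq2 size factors in the edgeR fit, cells with at least 2000 UMIs, leaving out mitochondrial, ribosomal protein and defensin genes, the equal mix of types and subtracting free RNA moved none of the counts they were run on past that limit. With the DESeq2 Wald test the count was 23 in all kept cells, 13 in EC, 38 in GOBLET-PRE, 1515 between the WT lineages and 36 for the interaction, against 0, 0, 1, 3401 and 232 with edgeR. Adjusted p given as NA were counted neither as lost nor as kept, which left 11 values of named genes without a verdict. Without the filter on low counts, more genes were tested and the count was 21 in all kept cells, 174 in EC, 79 in GOBLET, 280 in GOBLET-PRE and 477 in the Paneth lineage. Thinned cells gave 7 genes in EC, 9 in GOBLET-PRE and 118 in the Paneth lineage. PANETH cells alone gave 98 genes. PANETH-PRE against GOBLET-PRE cells gave 1758 genes between the WT lineages and 91 for the interaction, and PANETH against GOBLET cells gave 49 for the interaction. Each used fewer cells than the lineage sums.

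Leaving out each library moved 21 of 28 counts. The count ranged from 0 to 483 genes in all kept cells, from 0 to 405 in EC, from 0 to 21 in GOBLET, from 7 to 64 in GOBLET-PRE and from 0 to 461 in the Paneth lineage, each with its highest value without APC-KO replicate 1 except for GOBLET-PRE (WT replicate 1). Between the WT lineages it ranged from 1354 to 3904 and for the interaction from 58 to 364, both lowest without WT replicate 2. The zeros came from edgeR, in all kept cells and EC without either WT library (64 to 386 genes at an unadjusted p under 0.05), in GOBLET without APC-KO replicate 2 (559) and in the Paneth lineage without WT replicate 1 (644). The DESeq2 Wald test was not run on these subsets. A group left with 1 library was assumed to vary like the other group.

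The replicate numbers are shared by the genotypes, but no label says what a number stands for. The differences between replicates 1 and 2 of the genotypes had a correlation across genes of -0.234 in all kept cells, -0.048 in EC, -0.018 in GOBLET, -0.0069 in GOBLET-PRE and 0.012 in the Paneth lineage, so the samples share only a number. With the replicate number as a block, edgeR called 4 genes in all kept cells, 73 in GOBLET, 110 in GOBLET-PRE and 124 in the Paneth lineage. The median of Wnt targets in all kept cells was 0.32, past the threshold no longer. The block turned the medians of the goblet (-0.023), enteroendocrine (-0.024), stem (-0.095) and cell cycle (-0.20) lists in all kept cells, and of the enteroendocrine list in the Paneth lineage (0.029). The Paneth list in GOBLET-PRE passed at 0.028, and 5 lists passed in EC and 5 in GOBLET. Ascl2 (-0.087) and Mki67 (-0.22) in all kept cells turned. With the crossed block, 1 gene passed in all kept cells.

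Set tests depended most on the correlation between genes. With camera at an estimated correlation no list passed in any of the 7 comparisons (0 each), and with fry 0 passed in all kept cells, EC, GOBLET, the Paneth lineage and the interaction, 1 in GOBLET-PRE and 4 between the WT lineages, against 4, 3, 3, 5, 7, 4 and 5 with the preset correlation. The medians are the same by construction. With fry, calls were lost for Wnt targets in all kept cells (0.45), EC (0.33) and the interaction (-0.98) and for Paneth genes in all kept cells (-0.85), EC (-0.21), GOBLET (-0.36), the Paneth lineage (-1.70) and the interaction (-1.81). An estimated correlation lost these and also Wnt targets in GOBLET-PRE (0.54) and between the WT lineages (3.28) and Paneth genes between the WT lineages (7.13). Across the other alternatives except leaving out libraries, DESeq2 size factors reversed no list. They also brought the enteroendocrine and enterocyte lists past in EC, where 5 lists then passed, against 3 in the reported fit.

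Subtracting free RNA turned the Paneth list in EC (0.48) and GOBLET (0.077), the immune list in all kept cells (-0.060), the enterocyte list between the WT lineages (-2.42) and for the interaction (1.53), and the enteroendocrine list for the interaction (-0.89). It left Wnt targets in all kept cells at 0.44, past the threshold no longer (adjusted p 0.0514, camera in limma), brought the Paneth list in GOBLET-PRE past it at 0.74, left the enterocyte list there at 0.52 and not past, and left 1 list past in GOBLET. These lists rest partly on the share of 5% assumed for free RNA.

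PANETH cells alone turned Wnt targets in the Paneth lineage (0.17). PANETH-PRE cells alone turned the stem list there (0.28), with 2 lists past. PANETH against GOBLET cells turned the enterocyte list between the WT lineages (-1.46) and for the interaction (1.19) and the secretory progenitor list for the interaction (0.027), and calls were lost there for Wnt targets (-0.79), stem genes (-0.91) and the cell cycle (0.13). PANETH-PRE against GOBLET-PRE cells turned the enteroendocrine (-0.068), secretory progenitor (0.20) and dissociation response (-0.38) lists between the WT lineages and the goblet list for the interaction (-0.044), where 4 lists passed and calls were lost for stem genes (-0.33), BMP targets (0.84) and the dissociation response (-0.21).

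Without each library in turn, 42 of 276 list medians turned. In all kept cells the medians ranged from -0.10 to 0.59 for Wnt targets, from -0.61 to 0.0077 for BMP targets, from -0.52 to 0.59 for goblet, from -0.64 to 0.72 for enteroendocrine, from -0.86 to 0.66 for stem and from -0.64 to 0.21 for secretory progenitor genes. Those of immune genes ranged from -5.54 to 1.68, of the cell cycle from -1.33 to 0.92 and of the dissociation response from -0.72 to 0.31. In EC the range was -0.032 to 0.96 for Wnt targets, -2.02 to 0.24 for Paneth, -1.13 to 0.76 for goblet, -0.18 to 0.24 for enteroendocrine and -0.38 to 0.87 for stem genes, -1.21 to 0.94 for the cell cycle and -0.52 to 0.16 for the dissociation response. GOBLET gave -1.29 to 0.058 for Paneth, -0.20 to 0.035 for goblet and -0.50 to 0.0069 for secretory progenitor genes. GOBLET-PRE gave -0.40 to 0.22 for Paneth, -0.16 to 0.12 for goblet, -0.70 to 0.72 for enteroendocrine, -0.29 to 0.64 for stem and -0.23 to 0.18 for secretory progenitor genes and -0.35 to 0.085 for the dissociation response. The Paneth lineage gave -0.84 to 0.55 for BMP targets, -1.44 to 1.10 for enteroendocrine and -0.52 to 0.041 for stem genes.

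Between the WT lineages the range was -0.027 to 0.96 for enteroendocrine genes and -0.041 to 0.35 for the dissociation response. The interaction ranged from -0.10 to 1.03 for BMP targets, from -1.55 to 0.73 for enteroendocrine, from -0.36 to 1.15 for enterocyte and from -0.43 to 0.0056 for secretory progenitor genes. The number of lists past the threshold ranged from 5 to 12 in all kept cells, from 1 to 6 in EC, from 3 to 7 in GOBLET-PRE and from 4 to 8 for the interaction. The Paneth list in the Paneth lineage kept its direction and its camera call under each library left out (-2.82 to -1.02), as did Wnt targets in GOBLET-PRE (0.45 to 0.82) and the enterocyte list in all kept cells (0.91 to 1.10). The Paneth list in all kept cells (-1.31 to -0.32), the tuft list there (-0.99 to -0.30) and the interaction of the Paneth list (-2.72 to -0.71) kept theirs too. All of these medians except that of the enterocyte list moved by over 1.5 times. The goblet list in the Paneth lineage ranged from 0.031 to 0.56 and Wnt targets there from -0.97 to -0.15. With the equal mix the median over all kept cells was 0.39 for the enterocyte list and -0.33 for the Paneth list. The mix held no PANETH, PANETH-PRE or ENTERO-PRO cells, so neither value separates the mix of types from a change within them.

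Of 383 values of named genes under the other alternatives, 352 kept direction and side, 20 lost their call and 11 turned. PANETH against GOBLET cells alone or PANETH-PRE against GOBLET-PRE cells alone lost the call of each of the 10 genes named for the interaction at least once, Itln1 at -1.39. The DESeq2 Wald test did not call Defa34, Samd5, Pnliprp2 and Defa24 there, free RNA subtracted lost Defa34 (-5.26), and thinning lost Casc4 in GOBLET (-2.64). Besides the values under the block, the equal mix turned Ascl2 (-0.28), Mmp7 (0.29), Itln1 (0.16), Clca1 (-0.12) and Mki67 (-0.032) in all kept cells, and thinning turned Olfm4 there (0.17) and Apc in the Paneth lineage (0.12). The equal mix held only EC, GOBLET and GOBLET-PRE cells. PANETH-PRE cells alone turned Apc (0.34) and Defa35 (-0.53), and Defa27 lost its call there (1.53, adjusted p 0.178, edgeR). Without each library in turn, 20 of 219 turned. The ranges in all kept cells were -0.69 to 1.14 for Axin2, -0.48 to 1.58 for Lgr5, -0.57 to 0.93 for Sp5, -1.04 to 0.59 for Ascl2, -0.64 to 0.055 for Id1, -0.62 to 0.021 for Id3, -0.40 to 0.13 for Mmp7 and -0.41 to 0.70 for Muc2. For Clca1 they were -0.86 to 0.78, for Olfm4 -1.84 to 0.72, for Mki67 -1.70 to 1.01 and for Atoh1 -0.64 to 0.18. Apc in the Paneth lineage ranged from -0.997 to 0.075. The interaction ranged from -3.17 to 0.95 for Defa34, from -3.51 to 2.36 for Samd5 and from -3.00 to 0.39 for Pnliprp2. The upper ends came without APC-KO replicate 2, where the APC-KO goblet lineage held 0, 0 and 2 UMIs of these genes. They cannot be read as a change of direction.

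Of 45 differences in shares under other alternatives, 43 kept their direction. The summed Paneth types turned to -1.39 percentage points with clusters at resolution 0.5, and EEC-PRE had a log2 ratio of 0.013 in edgeR's test of cell counts against -0.094 percentage points. Clusters were named by markers, and of 2 Paneth clusters at that resolution 1 held mostly WT cells and the other 4.29% of APC-KO replicate 2 and 0.281% of APC-KO replicate 1. Without each library in turn, 15 of 60 turned. In percentage points, the ranges were -2.57 to 5.09 for EC, -0.62 to 0.44 for EEC-PRE, -1.13 to 2.64 for GOBLET, -12.3 to 22.1 for GOBLET-PRE, -5.30 to 10.99 for ISC, -0.79 to 2.24 for PANETH, -9.30 to 3.12 for SEC-PRO and -1.76 to 0.41 for TUFT. The sum of GOBLET and GOBLET-PRE ranged from -13.5 to 24.7 and that of EC, NON-EC and EEC-PRE from -5.35 to 3.55. GP (-14.2 to -8.91), NON-EC (-2.77 to -1.36), ENTERO-PRO (1.03 to 5.44) and PANETH-PRE (0.54 to 7.09) kept their direction. The number of cells limited APC-KO replicate 1 most, where 9 of the 12 types had under 20 cells.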

Other observations

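The tests of shallow sequencing, of the mitochondrial limit on kept cells, of free RNA in TUFT cells and of the GP names were chosen only after the results were seen. After their values had been seen, the readings of 3 tests were changed to undecided. These were the cell mix and the GP names, first read as arguing against the explanation, and the GP mitochondrial level, first read as going with it. The test of free RNA in TUFT cells took its present form after an earlier form, on Tff3 in ISC cells, had given its value.

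APC-KO replicate 1 had 356 kept cells against at least 3821 in the other libraries. Its total of 58403427 UMIs lay inside the range of the others, which argues against shallow sequencing. Of its barcodes with over 900 and under 3000 genes, 72.1% reached the mitochondrial bound of 7%, against 24.5% and 32.7% in WT and 20.6% in APC-KO replicate 2. Their median mitochondrial share was 16.5%, and 5.19% or less elsewhere. Damaged cells lost at this limit are thus a candidate explanation for part of the shortfall. They leave another part open, since the library had 1333 barcodes in this gene range before the limit, against at least 5699 in the others. These 1333 came from 3038 barcodes with over 900 genes. In WT it was 6429 of 7611 and 5699 of 6925, and in APC-KO replicate 2 7993 of 8674. The upper limit of 3000 genes thus left out a larger part of this library, which also had fewer barcodes before either limit. Whether genotype or handling of the sample was the reason cannot be read from 1 library.

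Wnt targets were higher over all kept cells, at a median log2 fold change of 0.45. A different mix of cell types would predict no rise once the mix is made equal. With the 3 fitted types at the same shares in each library the median was 0.36, with 13 of 16 genes higher. This mix covered 3 of 12 types, and the reported median was -0.10 without APC-KO replicate 2, which had the highest ISC share. A part of the mix in the rise and a rise within types therefore cannot be told apart over all kept cells.

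TUFT cells of APC-KO replicate 2 held more RNA of goblet genes than those of the other libraries. Tff3 was at 7147 CPM, against 1569 and 1041 CPM in WT and 814 CPM in APC-KO replicate 1. Tff3 was also above both WT libraries in 10 of the other 11 types of this library, by up to 3.55-fold over the higher WT value, in PANETH, against 4.55-fold in TUFT. Free RNA adds alike to each droplet, so it cannot add more per TUFT cell than all goblet list UMIs of an ISC cell, 27.4 on average. TUFT cells held 86.3 on average, against 19.97 and 17.02 in WT, which argues against free RNA as the whole cause. Free RNA or doublets in the other 10 types were not tested. The median TUFT cell held 10 goblet list UMIs, and 11 and 8 in WT. The cells with at least 5% goblet list UMIs were 23 of 276 (8.33%) and held 78.8% of the goblet UMIs of the type. Their median was 4906 UMIs, against 2622 UMIs in the other TUFT cells. In WT, 2 of 231 and 3 of 123 TUFT cells reached 5% and held 22.0% and 48.2%. Such cells were thus present in WT too, at a lower share. Droplets with a goblet and a tuft cell, or goblet cells under the TUFT name, are a candidate explanation. No caller of doublets was run to separate the 2.

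GP cells made up a lower share of both APC-KO libraries. If the name covered different cells in the genotypes, the APC-KO GP profiles would be closest to another WT type. Each of 24 APC-KO profiles was closest to the WT profile of the same name, with the lower GP correlation across genes at 0.455, in APC-KO replicate 1 with 7 cells, and the other at 0.90, against 0.763 for the next type. However, only 9 of 455 GP cells of APC-KO replicate 2 (1.98%) fell in the joint clusters that held 86.2% and 93.8% of the WT GP cells, and 4 of the 7 of APC-KO replicate 1. The mean profile thus goes with the same kind of cell and the clusters do not, and a name that covers other cells in that library may be part of the lower share. The 2 cannot be told apart, because the profile and the clusters disagree and the clustering had no correction for library. Loss of GP cells at the mitochondrial limit would need a higher mitochondrial share in them. Their WT medians were 4.36% and 4.73%, against 3.93% and 4.02% in other WT cells. Yet APC-KO replicate 2, with a GP share of 7.29%, lost the smallest part of its barcodes at that limit, so the limit stays open as a cause only for APC-KO replicate 1.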
